A study of Mus musculus with 125 samples.

How the data were processed

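The series holds 3 assays of mouse tissue. ATAC-seq, which marks open chromatin, was made from nuclei of 66 preparations, RNA-seq of nuclear RNA from 54 preparations, and single-cell RNA-seq on the 10x platform from 5 preparations of brain. The bulk assays cover brain, retina, heart, lung, liver and kidney of P6 and adult mice, and brain, heart and trunk of E12 embryos for ATAC-seq, or brain and trunk for RNA-seq. Each preparation is labelled either endothelial or input, where input means nuclei of the whole tissue. Per the labels' protocols, tamoxifen switched on a GFP reporter in vessels before collection; the protocol text stops before the step that separates the reporter-bearing nuclei. The labels give P6 for the young postnatal group while their protocol text places the collection 1 day later, and P6 is kept here as the group name. Groups were taken from the sample titles, and replicate numbers from the same titles.

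The ATAC-seq files are lists of peaks. Per the file headers, the authors called peaks with MACS2 2.1.2 separately in each library, with no control library, in broad mode, with a shift of -100 bp, an extension of 200 bp, at most 1 tag kept per position, a q-value of 0.05 for strong regions and 0.1 for the broad regions around them. The deposited lists give for each peak a signal (the pileup of tags, averaged over the broad region and not scaled between libraries), a fold (that pileup as a ratio over the local background of the same library) and −log10 of the p-value and of the q-value. Replicates were not pooled by the authors, per the file headers, so replicates can be compared as separate lists. The names of the aligned files in the headers show 4 kinds of read processing. The headers name neither an aligner nor a genome build. Gene positions came from a RefSeq gene table of assembly GRCm38.p6, and the build was checked against it. In each of the 66 libraries a peak lay within 500 bp of an end of 40.9 to 66.5% of 21887 protein-coding genes, against 4.27 to 20.2% after the genes were moved by 100 kb. Coordinates below are those of the deposited lists on that inferred build.

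The RNA-seq files are tables of transcripts, 1 per library, in the layout that salmon writes. They hold the authors' estimated count of reads and the authors' TPM for each of 116546 Ensembl transcripts. The tool, its version and the annotation release are not recorded in the deposited files. Estimated counts were used, rounded to whole reads, which changed a library's total by at most 0.0187%. The deposited TPM were not used here, since they keep no depth. No table at hand pairs these transcript identifiers with genes, so every RNA-seq test was made per transcript and not, as planned, per gene, and no transcript is given a gene name. Estimated reads can be split between transcripts of 1 gene or of near-identical genes, which leaves the level of any single transcript uncertain. The strand setting is not recorded.

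Totals ranged from 11422 reads in P6 retina input 2, then 2.57 M (mega), to 58.1 M, with a median of 14.9 M. The 26 groups of 2 were checked for repeated libraries by a chi-square value over the transcripts with at least 10 reads in the pair. Adult heart input 1 and 2 differed by less than sampling noise, with a chi-square value of 0.0981 per degree of freedom against 6.40 to 263 in the other 25 pairs. The counts of these libraries were averaged and taken as 1 library, which leaves 53 libraries, 28 endothelial and 25 input.

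Differences were tested with edgeR 4.0.16, in R 4.3.3, with the quasi-likelihood test, TMM factors and the filter on low counts that edgeR sets from the groups. A transcript passed at an adjusted p under 0.05 by the Benjamini-Hochberg method and a log2 fold change of at least 1 in size. The pooled comparison of endothelial against input used the libraries of 1 age with organ as an additive term. The other comparisons used all 53 libraries with 1 mean per group, so that groups of 2 share 1 estimate of the spread. To keep the run short, the negative binomial trend of that fit was estimated on every 40th transcript and interpolated over the 88796 tested. An organ-enriched transcript had to pass upward against the mean of the other organs' endothelial groups of that age and upward against its own organ's input. A contrast over several groups cannot be determined where a group in it holds no read of the transcript.

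The fits were tested on simulated counts with 200 transcripts changed 8-fold in either direction. The pooled edgeR fit recovered 92% at adult and 93% at P6, with 2.65% and 3.13% of its calls false. The contrast of 2 libraries against 10 recovered 32%, with 4.48% of its calls false. The contrasts of 2 against 2 recovered 0% between ages and 1% for brain against trunk. With only 200 transcripts changed, such contrasts at this spread missed nearly all changes of this size. Recovery where many more transcripts change was not simulated. DESeq2 1.42.0, run as an alternative, recovered 99% at adult with 36.5% of its calls false, more than its nominal 5%, and its counts are printed here only as a comparison. The requirement that a simulated run hold its false calls was applied to edgeR alone, a choice made after this was seen. In the fit of all groups DESeq2 did not converge for 13404 of 88796 transcripts.

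Peak lists were compared by the Jaccard index in base pairs: bases covered in both lists over bases covered in either. Its mean over pairs within an organ was set against that over pairs of organs, with a 1-sided permutation of the organ labels, exact at adult and E12 and with 100000 draws at P6. For 18 genes of a list of general endothelial genes, each library was scored by the number with a peak within 5 kb of either end of the gene, since the gene table gives no strand, and endothelial and input labels were permuted within organs in a 2-sided test, exact at adult and with 100000 draws at P6. An organ-restricted region is a merged region with a peak in at least 2 endothelial libraries of the organ and in none of the other organs at that age. The odds that a gene has such a region in its span or within 50 kb of it were compared between lists of organ genes and all other genes with Fisher's exact test per organ and the Mantel-Haenszel odds ratio over organs. The lists of genes were written before the data were examined. The plan had been to join these regions to the organ-enriched genes from RNA-seq; the lists took their place once the transcripts could not be named.

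The single-cell files hold counts of UMIs (molecules) per gene and barcode, made by the authors with Cell Ranger 4.0.0 per the file headers for E9.5, P8 and adult; the headers of E12.5 and E16.5 name no version. Per the labels' protocols, cells were captured with anti-CD31 beads, from whole brain digested with collagenase at the embryonic ages and from cortex with another dissociation kit at P8 and adult, and all 5 libraries used 10x 3′ v2 reagents. The E16.5 matrix comes with no gene table. Its rows were read in the order of the other 4, which share 1 table of 27998 genes: its summed counts gave a Spearman correlation of 0.924 to 0.960 with theirs in that order and 0.339 to 0.353 with the order moved by 1 gene. Its deposited matrix is named for 1 day later than its label.

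Barcodes with under 200 genes or over 10% mitochondrial UMIs were left out. Scrublet, in scanpy 1.11.5, marked 0 to 0.0757% of barcodes at its automatic threshold and so had not worked; in its place the barcodes with a score above the level set for the top 6% of a library were removed, which took 586 of 9897 at E9.5, 473 of 8248 at E12.5, 194 of 3964 at E16.5, 314 of 5277 at P8 and 178 of 3671 at adult, fewer than 6% in each. Each library was clustered on its own with 2000 variable genes, 30 components, 15 neighbours and Leiden resolution 1. Clusters were named from marker lists written before the data were examined. A marker counted as present in a cluster at or above the middle of its log2 range over all clusters with a UMI in at least 10% of the cells. An endothelial-like cluster needed at least 6 of its 10 markers, fewer than 4 markers of any other class, no more genes of another class than of its own among its 10 leading genes, no lead by platelet genes, and, where none of its own led, a depth of at least 1/3 of the library's. These limits were set after clusters had been looked at, and 3 ways of scoring were tried. Clusters left unnamed held 22.3% of cells at E9.5, 7.59% at E12.5, 7.56% at E16.5, 11.2% at P8 and 12.1% at adult. With 1 library per age nothing was tested: UMIs were summed over endothelial-like cells, and genes count as apart where the counts scaled to the same total per library (CPM) differ by at least 4-fold with at least 50 CPM and 20 UMIs on the higher side. On simulated clusters the naming gave 22 of 22 as made, and the rule of size found 60 of 60 genes made 8-fold apart and no other. These simulations held counting noise only and no difference in preparation between libraries. They check that the rules run as written and do not measure the error with 1 library per age.

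Named transcripts follow a rule written before the data were examined: those past the threshold, at 10 CPM or more on the higher side and with no overlap between the libraries of the groups, ranked by fold change, of which at most 2 that rose and 2 that fell are printed. Single-cell genes are the 3 largest rises and falls of each step. Alternatives tried for RNA-seq were another normalization, no filter, an offset for transcript length, the replicate number as a block, fewer libraries in the fit, DESeq2 and each library left out. For ATAC-seq they were a q-value of 1e-04, an equal number of top peaks, other overlaps and distances and each library left out, and for single cells other filters, doublets kept, resolution 2, cells thinned to 1000 UMIs and a 2-fold rule. The signal tracks of the ATAC-seq libraries were not used here. Intervals are 95%, Wilson or exact, and cover counting error only; reads without molecular identifiers are not independent molecules.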

Results

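The study measured gene activity and open chromatin of endothelial cells, which line blood vessels, across organs and ages of the mouse. The open chromatin of endothelial nuclei was profiled in 37 ATAC-seq libraries, 12 from adult mice, 14 from P6 and 11 from E12, and that of whole-tissue input nuclei in 29, of which 10 are adult, 16 P6 and 3 E12. Nuclear RNA of endothelial nuclei came from 28 libraries, 12 adult, 12 P6 and 4 E12, with 25 input libraries counted beside them. Each organ and age has 2 to 4 endothelial ATAC-seq libraries and, apart from E12 heart, which has no RNA-seq library, 2 endothelial RNA-seq libraries. The 5 single-cell libraries of brain, at E9.5, E12.5, E16.5, P8 and adult, have no replicate.

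The ATAC-seq lists held 19464 to 144197 peaks, with a median of 74218, from 10.1 to 59.1 M (mega) tags kept after duplicates were removed. Endothelial lists held 35931 ± 8577 peaks at adult (SD, n = 12), 68291 ± 19188 at P6 (n = 14) and 94183 ± 23117 at E12 (n = 11). Input lists held 54221 ± 24940 peaks at adult (n = 10), 89134 ± 25375 at P6 (n = 16) and 128332 ± 25486 at E12 (n = 3). RNA-seq totals were 20.5 to 39.2 M estimated reads at E12 and 12.9 to 58.1 M at adult. At P6 they were 2.57 to 24.3 M, apart from retina input 2 with 11422 reads, 0.0765% of the median total, in which 1 read stands for 87.6 CPM. The single-cell files held 42340 barcodes, 17176 at E9.5, 8310 at E12.5, 3997 at E16.5, 7305 at P8 and 5552 at adult.

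The first comparison asked how far the endothelial RNA libraries stand apart from the tissue they were taken from. On the log2 CPM scale, across transcripts, an adult endothelial library correlated with its replicate at a mean Pearson r of 0.916, with its own organ's input at 0.896 and with endothelial libraries of other organs at 0.771. The same means were 0.927, 0.836 and 0.739 at P6 and 0.971, 0.941 and 0.949 at E12. Transcripts are not independent replicates, so these values only rank the libraries. All 12 adult endothelial libraries lay closer to their own organ's input than to the endothelial libraries of other organs, as did 10 of 12 at P6 and 2 of 4 at E12. The exceptions at P6 were both retina libraries, whose input mean includes the library of 11422 reads. In 4 adult, 2 P6 and no E12 libraries the nearest single input library of the own organ was closer than the replicate.

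**Figure D1:**
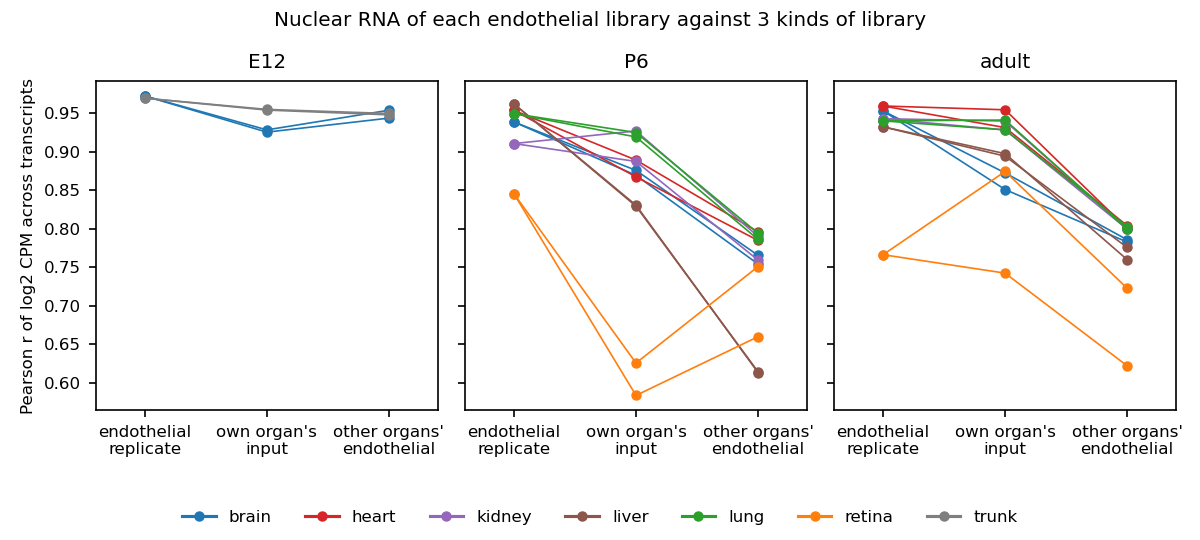
Pearson r of log2 CPM across transcripts of each endothelial RNA-seq library with its replicate, with its own organ's input and with endothelial libraries of other organs, 1 line per library, coloured by organ, at E12, P6 and adult. At adult the mean is 0.896 with the own input and 0.771 with other organs' endothelial libraries.

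Endothelial and input libraries were then compared over all 6 organs, to find transcripts that the isolation raises or lowers in every organ. By edgeR, 612 of 84213 transcripts tested passed the threshold at adult, 430 higher in endothelial libraries and 182 lower (12 against 11 libraries). At P6 984 of 73685 passed, 835 higher and 149 lower (12 against 12). The difference had the same sign in all 6 organs for 515 of the 612 and 731 of the 984. Among 71873 transcripts tested at both ages, 291 were higher at both against 4.95 by chance, 18 were lower at both against 0.343 by chance, and none went opposite ways. The alternative that moved the counts most was DESeq2, with 3790 at adult (2004 higher, 1786 lower) and 3513 at P6 (1387 higher, 2126 lower), so that at P6 most calls were lower and not higher; DESeq2 exceeded its false call rate on simulated data. Leaving out 1 library gave 356 without adult brain input 2 and 1190 without adult retina endothelial 1, and at P6 626 without heart input 1 and 1464 without retina endothelial 1.

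The main question of the design is which transcripts set the endothelium of 1 organ apart. Of 88796 transcripts tested, 52120 calls at adult and 51658 at P6, summed over organs, were higher in an organ's endothelial libraries than in those of the other 5 organs. Of these calls, 1.36% at adult and 1.54% at P6 were also higher than in the organ's own input, which gives 710 and 797 organ-enriched calls. At adult there were 189 in brain, 79 in liver, 442 in retina and 0 in heart, kidney and lung by edgeR. At P6 there were 8 in brain, 232 in heart, 549 in liver, 8 in retina and 0 in kidney and lung by edgeR. At an unadjusted p under 0.05 with a log2 fold change of at least 1 in both contrasts, the adult zeros became 370 in heart, 513 in kidney and 462 in lung, and the P6 zeros 498 in kidney and 490 in lung; DESeq2 gave 310, 262 and 330 at adult and 836 and 394 at P6. The criterion against input moved these counts most: without it adult heart had 5525, kidney 6004 and lung 7747. These zeros arise in the contrast with the own input, 2 libraries against 2 or 1. It was not itself simulated, and the 2 contrasts of 2 against 2 that were recovered 0% and 1% of 8-fold changes, so a low count does not show that an organ lacks such transcripts. Enriched at both ages were 41 calls, against 0.545 by chance, of which 36 were in liver.

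Single libraries decide many of these counts. Adult brain fell to 19 without brain input 1 and rose to 517 without retina endothelial 2. Adult liver gave 2 without liver input 2 and 206 without retina endothelial 2, and adult retina 87 without retina input 2 and 1144 without retina endothelial 2. At P6, brain gave 1 without brain input 1 and 77 without brain input 2, heart 24 without heart input 1 and 391 without retina input 2, and liver 165 without liver input 2. P6 retina gave 766 in place of 8 without retina input 1, which leaves the library of 11422 reads as its only input, and 4 without that library.

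Endothelial libraries of adult and P6 mice were compared within each organ, 2 against 2, to look for changes after birth. These contrasts set no condition against input, so changes in the organ's other cells are not excluded as a source. Transcripts selective for an organ's input stood at 34.6 to 112% of their input level in its endothelial libraries at adult. At P6 they stood at 36.4 to 97.0%. By edgeR, 50 transcripts passed in brain (9 higher at adult, 41 lower), 295 in heart (96 and 199), 193 in kidney (73 and 120), 361 in lung (82 and 279), 11238 in retina (2837 and 8401) and 16820 in liver (11468 and 5352). Of these, 50 were higher at adult in at least 3 organs and 128 lower, and 8 were lower and none higher in all 6. At an unadjusted p under 0.05 the counts were 6208 in brain and 29023 in liver. DESeq2 moved the counts of brain, heart and kidney most, to 2451, 3043 and 3401, and gave 4435 in lung, 20283 in retina and 25041 in liver, where leaving out 1 library moved the counts by a larger factor. It also turned the balance of directions, with 53.9% of calls higher at adult in heart, 59.9% in lung and 47.6% in liver, and an offset for transcript length gave 59.5% in place of 37.8% in kidney. Median-ratio factors (relative log expression) changed the share of higher calls from 32.5 to 46.3% in heart, from 68.2 to 52.5% in liver and from 22.7 to 38.5% in lung. Leaving out 1 library gave as few as 8 transcripts in brain (without adult brain endothelial 1), 29 in heart (without adult heart endothelial 2), 16 in kidney (without adult kidney endothelial 1), 17 in lung (without adult lung endothelial 1) and 8719 in liver (without P6 liver endothelial 1). In retina the count was 7944 without adult endothelial 1 and 25286 without adult endothelial 2. In brain, P6 against E12, 1883 passed (1309 higher, 574 lower), 222 without E12 brain endothelial 2. With only the endothelial libraries in the fit, 2812 passed and 43.5% of them were higher, against 69.5%.

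Brain against trunk endothelial libraries at E12 test an early organ difference, also 2 against 2. This contrast sets no condition against the E12 inputs, and nuclei of other cells were not tested for at E12. Transcripts of other cells of brain or trunk are therefore not excluded among the calls. By edgeR, 28 transcripts passed, 8 higher in brain and 20 lower, with 3603 at an unadjusted p under 0.05 and 925 by DESeq2, the alternative that moved the count most. With only the endothelial libraries in the fit 66 passed, 41 higher and 25 lower, so the balance of directions depends on the fit. Leaving out 1 library gave 4 without E12 brain endothelial 2 and 16 without E12 brain endothelial 1. The files do not pair transcripts with genes, so the leading ones are given by identifier. ENSMUST00000019938.10 stood at 46.8 ± 14.5 CPM in brain and 0.118 ± 0.0154 CPM in trunk (SD, n = 2 each), a log2 fold change of 8.52 with a standard error of 1.15 and an edgeR adjusted p of 0.00119. ENSMUST00000079777.11 stood at 20.2 ± 2.54 CPM in brain (SD, n = 2) and had no read in trunk, which makes it at least 334-fold higher, taking 3 reads over the group as the floor, with an edgeR adjusted p of 0.0389. ENSMUST00000001699.7 had no read in brain and 23.3 ± 3.76 CPM in trunk (SD, n = 2), at least 317-fold lower in brain, with an edgeR adjusted p of 0.0263. ENSMUST00000189821.6 had no read in brain and 18.2 ± 9.02 CPM in trunk (SD, n = 2), at least 247-fold lower in brain, with an edgeR adjusted p of 0.0295. The call of the first rests on both trunk libraries, and those of the other 3 on all 4 libraries. The first lost its call without E12 trunk endothelial 1 (edgeR adjusted p 0.0847) or 2 (0.0700), and the other 3 lost theirs without any 1 of the 4 libraries, with edgeR adjusted p of 0.0938 to 0.534, 0.0764 to 0.520 and 0.0540 to 0.862 in that order. Of the 6 other alternatives, 0, 2, 3 and 1 also lost the call, in the order of printing.

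The ATAC-seq libraries asked the same question of open chromatin. At adult, endothelial libraries of 1 organ shared a mean Jaccard index of 0.585 ± 0.05 (SD, 6 pairs) and those of different organs 0.378 ± 0.0579 (60 pairs). The exact 1-sided permutation test gave p = 9.62e-05, the smallest its 10395 partitions allow. At P6 the indices were 0.569 ± 0.158 (10 pairs) and 0.382 ± 0.0664 (81 pairs), with a permutation p of 1e-05, the smallest that 100000 draws can give. At E12 they were 0.558 ± 0.173 (15 pairs) and 0.466 ± 0.114 (40 pairs), with p = 0.00208 by the exact permutation test over 5775 partitions. The difference between both means was 0.207 at adult, 0.187 at P6 and 0.0916 at E12. A minimum of 50% reciprocal overlap moved the adult difference most, to 0.237. Pairs of different organs whose reads went through the same processing shared 0.360 ± 0.0658 at adult (8 pairs) and 0.366 ± 0.0732 at P6 (20 pairs). At E12 every pair within an organ had the same processing and no pair between organs did, so processing and organ are confounded there.

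**Figure D2:**
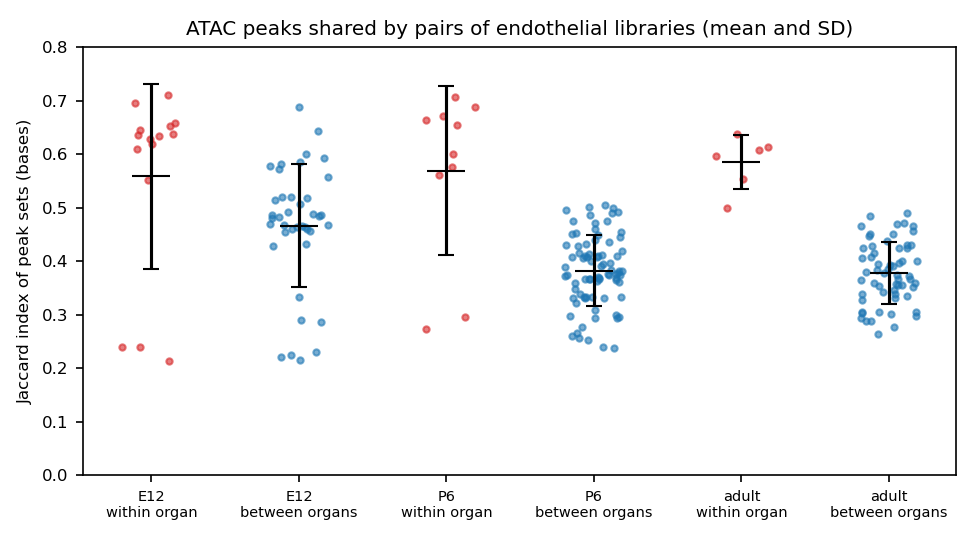
Jaccard index in bases of the peak sets of each pair of endothelial ATAC-seq libraries, within an organ and between organs, at E12, P6 and adult, with mean and SD. The adult means are 0.585 within organs and 0.378 between them.

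As a check of the isolation, peaks at 18 general endothelial genes were counted. Within 5 kb of an end of the gene, adult endothelial libraries had a peak at 16.7 ± 0.888 of the 18 genes (SD, n = 12) and adult inputs at 12 ± 4.69 (n = 10). Averaged over organs the difference was 4.17 genes, higher in 5 of 6 organs and lower in none, with p = 0.00386 in the exact 2-sided permutation test within organs. At P6 the counts were 17.8 ± 0.579 (n = 14) and 15.7 ± 2.55 (n = 16), a difference of 2.06 genes, higher in 5 of 6 organs, with a permutation p of 0.00197. An equal number of top peaks per library moved these differences most, to 10.0 genes at adult and 10.3 at P6, higher in 6 of 6 organs.

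Organ-restricted regions numbered 5755 in adult brain, 1711 in heart, 1273 in kidney, 6339 in liver, 619 in lung and 10482 in retina. At P6 they numbered 7906 in brain, 5647 in heart, 1409 in kidney, 3226 in liver, 4537 in lung and 21149 in retina. As shares of the regions seen in at least 2 endothelial libraries of the organ, they made up 3.56% (95% Wilson interval 3.30 to 3.85) in adult lung and 30.1% (29.6 to 30.6) in adult retina, the ends of the range at adult. At P6 the range was 3.49% in kidney to 24.8% in retina. No test was made, since the depth of the libraries is not matched. At P6 brain and retina have 3 endothelial libraries and the other organs 2. A peak in at least 2 libraries is thus a looser rule in P6 brain and retina. An equal number of top peaks moved retina to 4642 at adult and 6088 at P6, and a stricter peak threshold moved kidney to 640 and 607. Leaving out 1 library moved P6 brain, adult lung and further groups, kidney at both ages among them, more than either. P6 brain fell to 510 without P6 brain endothelial 2. With 1 library of a group of 2 left out, a peak in the remaining library was enough, which raised adult lung to 3529 without lung endothelial 2. In the same way kidney rose to 4193 without adult kidney endothelial 1 and to 4463 without P6 kidney endothelial 2.

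The inputs give the background of these regions. At adult, 59.3% of the brain regions, 41.2% of heart, 56.2% of kidney, 11.1% of liver, 91.4% of lung and 99.6% of retina also had a peak in the organ's own input, against 7.75 to 20.9% on average in inputs of other organs. At P6 the own-input shares were 71.2% in brain, 43.2% in heart, 51.7% in kidney, 21.5% in liver, 68.9% in lung and 91.0% in retina, against 9.88 to 29.2%. Inputs have more peaks than endothelial libraries on average, which raises both kinds of share. Adult liver is the exception, with a mean of 32775 peaks in the input and 42178 in endothelial libraries, which lowers its own-input share.

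**Figure D3:**
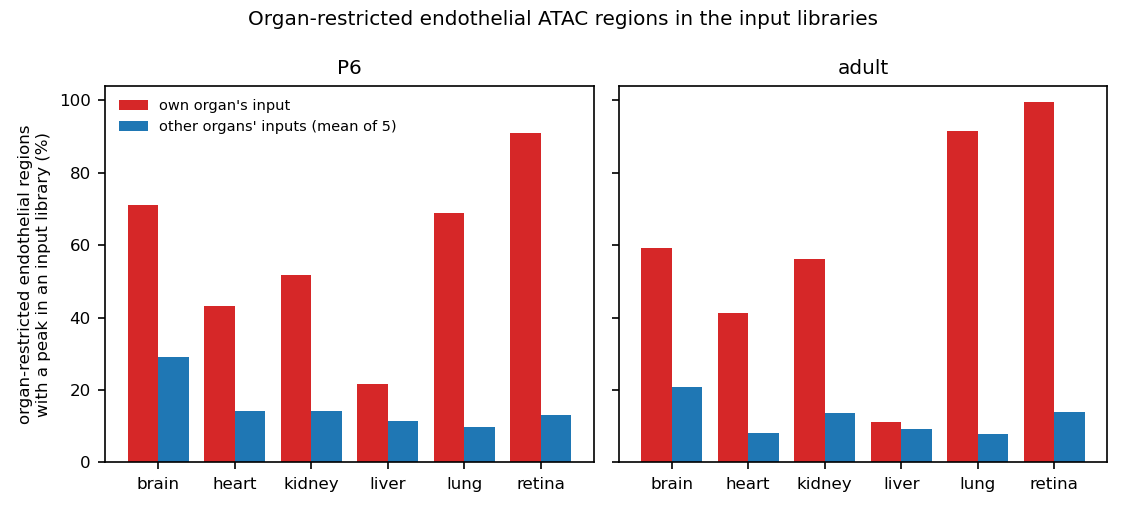
Share in percent of organ-restricted endothelial ATAC-seq regions with a peak in the organ's own input and, as a mean, in the inputs of the other 5 organs, by organ at P6 and adult. At adult the share in the own input runs from 11.1% in liver to 99.6% in retina.

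Organ-restricted regions were set against lists of genes tied to the endothelium of each organ. At adult, 54.7% of 64 list entries over 6 organs had an organ-restricted region within 50 kb, against 19.8% of other genes on average, a Mantel-Haenszel odds ratio of 5.11 (95% interval 3.0 to 8.72). At P6 it was 57.8% against 27.4%, an odds ratio of 3.79 (2.26 to 6.37). An equal number of top peaks moved the ratio most, to 5.78 at adult and 6.85 at P6. Genes are not independent replicates, and long genes have wider windows. By organ, 24 Fisher's exact tests were made, over both ages and kinds of list. Liver was clearest, with 11 of 12 genes at both ages, odds ratios of 26.9 and 45.3, and Benjamini-Hochberg adjusted p of 0.000131 and 3.79e-06. Adult heart (5 of 8 genes, adjusted p 0.00129), lung (4 of 10, 0.00129) and kidney (3 of 8, 0.0324) and P6 heart (6 of 8, 0.0228) also passed by the exact test. The endothelial lists of brain and retina did not at either age, with 7 and 10 of 18 genes in brain and 5 and 4 of 8 in retina, nor did lung (5 of 10) and kidney (1 of 8) at P6. With an equal number of top peaks brain had odds ratios of 4.97 at adult (unadjusted exact p = 0.00249) and 8.04 at P6 (2.31e-05) and P6 lung 9.20 (0.000962), so these negatives depend on the length of the lists. Lists of genes of the organs' main other cells served as background. They gave odds ratios of 2.58 (1.26 to 5.29) at adult and 3.39 (1.79 to 6.43) at P6, with 8 of 8 genes in retina at both ages and in P6 heart, and 0 to 3 of 8 in the other organs. Of these background lists, P6 heart (adjusted p 0.000238) and adult retina (0.00737) passed by Fisher's exact test, and P6 retina did not (0.0623). With an equal number of top peaks P6 heart had 1 of 8.

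In adult liver, the gene Stab2 had 8 such regions within 50 kb, the one with the highest fold at chromosome 10, 87045292 to 87045699, with a mean fold over background of 6.19 ± 0.105 (SD, n = 2). Wnt2 had 2, the higher at chromosome 6, 17942243 to 17942871, with 5.42 ± 0.676 (SD, n = 2). Both lie outside the annotated span of the gene, at 37253 and 42587 bp from it. In adult kidney, Irx3 had 1 such region, at chromosome 8, 91818743 to 91819235, with 6.43 ± 1.10 (SD, n = 2). These 3 genes were singled out from the lists after their values were seen.

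The single-cell libraries, all labelled as brain, follow endothelial-like cells from E9.5 to adult. After the filters on genes and mitochondrial UMIs 31057 barcodes remained and 29312 after removal of likely doublets. They formed 105 clusters, of which 54 were endothelial-like with 21341 cells. The mitochondrial filter removed 42.4% of barcodes at E9.5, 0.746% at E12.5, 0.2% at E16.5, 26.2% at P8 and 32.1% at adult. The endothelial-like share of clustered cells was 61.7% at E9.5 (95% exact interval 60.7 to 62.7), 65.7% at E12.5 (64.7 to 66.8), 90.2% at E16.5 (89.2 to 91.1), 84.9% at P8 (83.8 to 85.9) and 82.2% at adult (80.9 to 83.5). The intervals cover counting error only. The stricter filter on cells moved the shares at E9.5 and P8 most, to 40.6% and 72.6%. Clusters that stayed unnamed grew there to 45.8% and 27.4% of cells. At the other ages keeping doublets moved the share most, to 64.8% at E12.5, 89.3% at E16.5 and 79.4% at adult. Other named classes reached 12.6% for cells named microglia or macrophage-like at E12.5 (including a cluster of 137 cells led by Cpa3, Ifitm1 and Cma1, with 3 markers of the class, singled out after its genes were seen), 5.54% for epithelial-like cells at E9.5, 5.05% for erythroid-like cells at E12.5 and 3.98% for microglia or macrophage-like cells at E9.5, and each remaining class stayed below those values at every age. Median UMIs per endothelial-like cell were 6311, 10017, 8699, 7404 and 4404 in order of age.

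Genes at least 4-fold apart between consecutive ages in summed endothelial-like cells numbered 234 from E9.5 to E12.5 (190 higher, 44 lower), 114 from E12.5 to E16.5 (88 and 26), 106 from E16.5 to P8 (57 and 49) and 347 from P8 to adult (201 and 146). With 1 library per age this is a rule of size on 5 libraries and not a test. A 2-fold rule moved the counts most, to 1047, 516, 728 and 1036. Embryonic and later libraries also differ in tissue and dissociation, and E16.5 differs from P8 in the sex of its cells as seen in sex chromosome genes, so age is not the only difference between neighbours. The E9.5 library held small clusters led by Myl7, Dppa5a or Rbp4, so cells from outside the brain are not excluded there. Differences between E9.5 and later ages may reflect such cells in part.

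From E9.5 to E12.5 the largest rises were Slc38a5, from 0.311 to 295 CPM, Spock2, from 0.167 to 142, and Mfsd2a, from 0.191 to 124, and the largest falls Meis2, from 54.7 to 0.861, Tagln, from 102 to 2.92, and Csnk2a2, from 80.7 to 5.47. From E12.5 to E16.5 Eln rose from 0.941 to 237 CPM, Fbln5 from 1.66 to 293 and Ly6a from 3.44 to 188, while Hbb-y fell from 1244 to 27.4, Fabp5 from 196 to 8.97 and Tgfbi from 90.7 to 5.05. From E16.5 to P8 Ddx3y rose from 0 UMIs to 105 CPM, Eif2s3y from 1 UMI to 83.5 CPM and Ndnf from 1.98 to 94.2 CPM, while Xist fell from 1162 to 0.0852 CPM, H19 from 472 to 1.38 and Igfbp2 from 60.2 to 2.17. From P8 to adult Xdh rose from 0.128 to 197 CPM, Coro2a from 0.234 to 82.2 and Fmo2 from 1.49 to 497, while Ttr fell from 83.9 CPM to 0 UMIs, Apln from 297 to 0.233 CPM and Birc5 from 68.6 to 0.117 CPM. Exact Poisson intervals of both values were clear of each other for each of these genes. Hbb-y, Ttr and Tagln are markers of the erythroid, choroid and mural classes, and free RNA or other cells are not excluded as the source of their UMIs. No cluster at E9.5 was named mural.

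Of the 18 genes of the brain endothelial list, 7 rose at every step and at least 4-fold overall: Lef1, Abcb1a, Slco1c1, Slco1a4, Spock2, Foxq1 and Ocln. A rise at a step was taken from the values alone, and the first step shares the limit of the E9.5 library given above. The 95% intervals overlapped for Ocln from E16.5 (168 CPM, 164 to 173) to P8 (172 CPM, 169 to 176). They also overlapped for Slco1a4 from E9.5 to E12.5. Abcb1a went from 0.431 CPM (95% interval 0.255 to 0.681) at E9.5 to 25.9, 110, 285 and 1183 CPM (1167 to 1200) at adult. Slco1a4 had 0 UMIs at E9.5 and 3 at E12.5, then 8.72, 274 and 1917 CPM (1896 to 1938). Mfsd2a did not rise at the last step, with 0.191, 124, 492, 799 and 436 CPM. Plvap, a gene of the kidney list, went the other way after E12.5, with 404, 574, 109, 25.1 and 1.46 CPM. Over all genes at 50 CPM or more at 1 age or more, 418 of 4857 rose and 176 fell at every step and at least 4-fold overall.

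**Figure D4:**
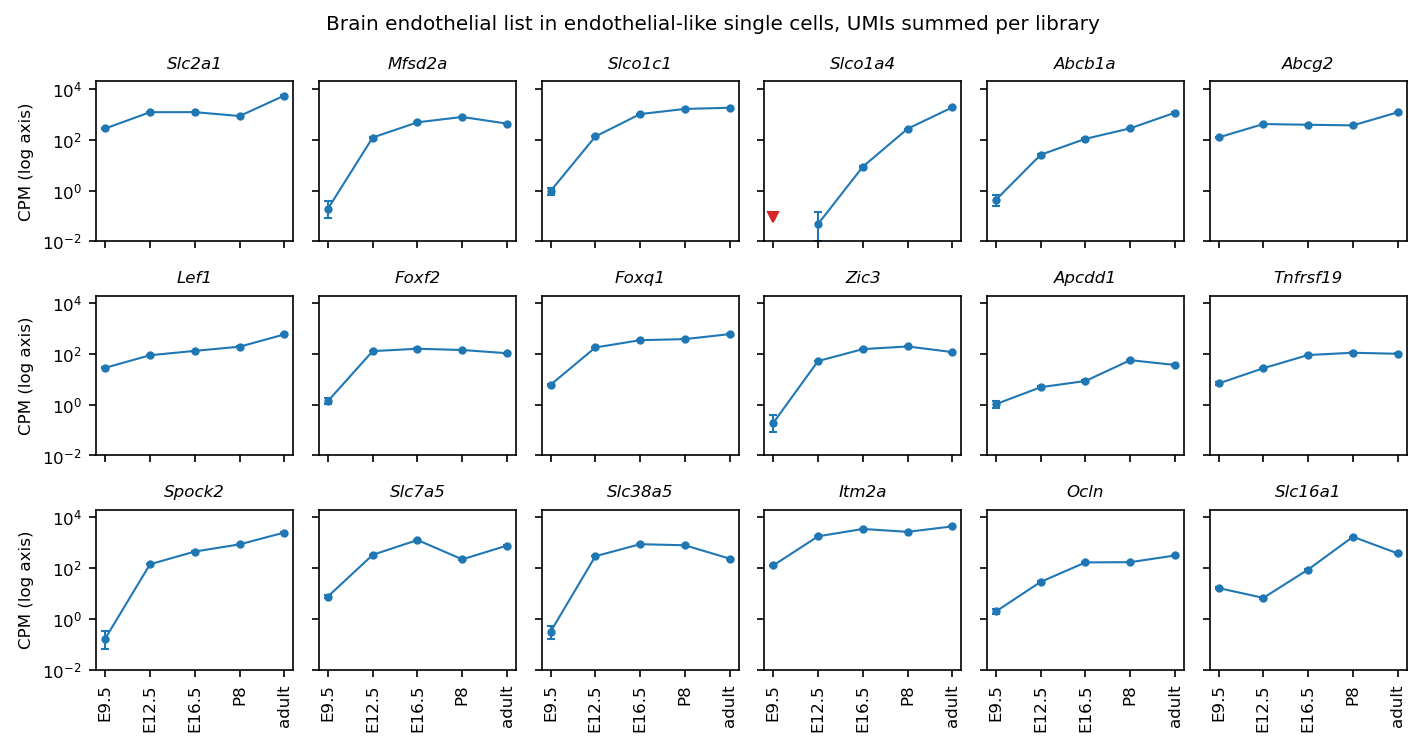
CPM on a log axis of the 18 genes of the brain endothelial list in summed endothelial-like cells at 5 ages, 1 library each, with exact 95% Poisson intervals and, at 0 UMIs, a triangle at the upper limit. Of the 18 genes, 7 rise at every step.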

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

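The tests in this part were chosen before their results were seen, except that the comparison of the nearest group with the lowest other pair was added after the nearest groups were known.

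E12 heart endothelial ATAC-seq library 3 stood apart from the other 3 libraries of its group in the share of tags removed as duplicates, 83.5%. Its gap to the nearest of them made up 0.878 of the group's whole range, and the next highest share among all 66 libraries was 38.5%. This check was made in the 2 ATAC-seq groups of 4 libraries for peaks, tags kept and duplicates. Groups of 2 or 3 are not covered by it. Chance marks about 1 in 20 groups for each measure, and more over the measures together. The library kept 10.1 M (mega) tags and 39096 peaks, and shared a mean Jaccard index of 0.231 with its replicates, where other E12 pairs within an organ shared 0.552 to 0.710. A shorter list of peaks was tested as the cause with 19464 top peaks from every library. The index with its replicates was then 0.409, below the lowest other pair at 0.634, which argues against the length of the list as the whole cause. A label of another organ or cell fraction was tested by its nearest group. Among 30 groups P6 kidney endothelium was nearest at 0.471, E12 trunk endothelium second at 0.455, and its own group 11th. The nearest value also lies below 0.634, so no group holds this library the way groups hold their replicates, and a wrong label cannot be told apart from a library of low complexity. No biological explanation was tested. Without it the difference between pairs within and between organs at E12 was 0.129 in place of 0.0916.

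For transcripts that the naming rule picks as organ-enriched, the organ effect was tested for a difference between adult and P6. The test was an interaction contrast in edgeR with adjustment over the 20 transcripts picked. The limit of 2 that rose, set for printing, was not applied in picking them. Of 9 picked at adult, 4 differed, and of 11 picked at P6, 5 differed. The effect was smaller at the other age for 9 of 9 and 10 of 11. These transcripts were picked for a large effect at 1 age, so a smaller effect at the other follows in part from the picking, and the test does not separate this from age. For 6 and 4 of those picked, an endothelial group in the contrast held no reads, so their fold changes depend on the prior count, and of the transcripts that differed these were 1 and 2. Nuclei of other cells are another open explanation, since transcripts selective for an organ's input stood at 10% or more of their input level in its endothelial libraries in 6 of 6 organs at both ages. A transcript picked had to pass above its own input, which argues against other cells at the age where it was picked, but not at the other age. Depth differed as well, with totals of 12.9 to 58.1 M reads at adult and 2.57 to 24.3 M at P6, apart from 1 P6 library of 11422 reads. A true difference between ages stays open. The identifiers are not paired with genes and none is printed here.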

How the results depend on the processing

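The alternatives below were fixed before the data were examined, except those for organ-restricted regions near listed genes, which were chosen after the data had been looked at.

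With DESeq2 in place of edgeR the pooled comparison gave 3790 transcripts at adult and 3513 at P6. Organ-enriched transcripts, in the order brain, heart, kidney, liver, lung and retina, became 1096, 310, 262, 876, 330 and 2814 at adult and 698, 886, 836, 2069, 394 and 452 at P6. Adult against P6 gave 2451 in brain, 3043 in heart, 3401 in kidney, 4435 in lung and 20283 in retina, brain P6 against E12 gave 8188, and brain against trunk gave 925. In liver DESeq2 gave 25041, within 1.5 times the edgeR count. The cause was not tested.

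Without the contrast against input the organ-enriched counts were 10503, 5525, 6004, 8402, 7747 and 13939 at adult and 11070, 4007, 4459, 18321, 4209 and 9592 at P6. This alternative drops 1 of the 2 conditions, so higher counts follow from its construction.

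With relative log expression factors the counts moved to 1 in adult kidney, 29 in P6 brain and 1 in P6 lung among organ-enriched transcripts. Between adult and P6 they moved to 100 in brain, 602 in heart, 379 in kidney and 634 in lung, for brain P6 against E12 to 3207, and for brain against trunk to 59. With only the libraries of 1 age in the fit, organ-enriched counts moved to 108 in adult brain, 1 in adult heart, 21 in adult liver, 159 in adult retina, 21 in P6 brain, 2 in P6 kidney and 14 in P6 retina. With only endothelial libraries in the fit, adult against P6 moved to 148 in brain, 558 in heart, 386 in kidney and 1059 in lung, and brain against trunk to 66. No filter on low counts moved adult brain to 118 organ-enriched transcripts and heart between ages to 191. An offset for transcript length moved P6 retina to 4 organ-enriched transcripts, and heart, kidney and lung between ages to 173, 111 and 164. The cause was not tested.

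With organ and replicate number as a block the pooled comparison gave 165 transcripts at adult (152 higher, 13 lower) and 289 at P6 (284 higher, 5 lower). Without the block 182 were lower at adult and 149 at P6. The labels do not say that an endothelial and an input library of 1 number belong together. As a check of this block, the correlation over transcripts between the difference of the endothelial replicates and that of the input replicates was 0.261 in adult kidney, 0.442 in adult liver, 0.397 in adult lung and 0.153 in P6 lung, and -0.0416 to 0.0763 in the other 7 organs and ages. Taking the numbers as pairs was to need more than 0.1 in each, so they are not taken to pair the libraries, though in part of the adult organs they may do so. The cause of the lower counts was not tested.

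Leaving out each library in turn gave 356 to 1190 transcripts in the pooled comparison at adult and 626 to 1464 at P6. Where 1 library of a group is left, it is assumed to vary like the other groups. Organ-enriched counts, in the order above, ran over 19 to 517, 0 to 1, 0 to 4, 2 to 206, 0 to 2 and 87 to 1144 at adult and 1 to 77, 24 to 391, 0 to 1, 165 to 783, 0 to 1 and 4 to 766 at P6. Adult against P6 ran over 8 to 42, 29 to 138, 16 to 147, 8719 to 11346, 17 to 159 and 7944 to 25286, brain P6 against E12 over 222 to 784, and brain against trunk over 4 to 16. The lowest and highest pooled counts came without adult brain input library 2 and adult retina endothelial library 1 at adult, and without P6 heart input library 1 and P6 retina endothelial library 1 at P6.

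For organ-restricted ATAC-seq regions a stricter peak threshold gave 2831 in adult brain, 640 in adult kidney, 279 in adult lung, 3477 in P6 brain, 607 in P6 kidney and 13864 in P6 retina. Taking the same number of top peaks from every library gave 1998 in adult brain, 2776 in adult liver, 1050 in adult lung, 4642 in adult retina, 2942 in P6 brain, 2044 in P6 heart, 2662 in P6 lung and 6088 in P6 retina. Both shorten the lists, yet adult lung rose under the second, and the cause was not tested. Leaving out a library gave, in the order above, 5764 to 11256, 1719 to 3320, 1279 to 4193, 6371 to 12155, 624 to 3529 and 10493 to 17952 at adult and 510 to 8483, 5651 to 9600, 1409 to 4463, 3234 to 9225, 4540 to 7291 and 15932 to 24034 at P6. A group of 2 then needs a peak in 1 library only, which raises its count by construction. The lowest P6 brain count, 510, came without library 2.

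The difference between ATAC-seq pairs within and between organs, the peaks at endothelial genes and the Mantel-Haenszel odds ratios of the endothelial lists over organs held their direction and their side of the threshold under each alternative run. Lists of single organs did not all do so: with an equal number of top peaks the odds ratio of the endothelial list went from 1.99 to 0.333 in adult retina, from 0.649 to 1.12 in P6 retina and from 2.04 to 0 in P6 kidney, and the cause was not tested. Leaving out a library gave 0.187 to 0.231, 0.158 to 0.242 and 0.0777 to 0.129 for the difference at adult, P6 and E12. For genes with a peak it gave 3.25 to 5.08 at adult and 1.56 to 2.56 at P6.

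In single cells, at least 500 genes and at most 5% mitochondrial UMIs moved the endothelial-like share to 40.6% at E9.5, 72.6% at P8 and 84.3% at adult. Leiden resolution 2 moved P8 to 82.1%, and keeping cells called doublets moved P8 to 78.1% and adult to 79.4%. The cause was not tested. At least 2-fold in place of 4-fold gave 1047, 516, 728 and 1036 genes for the 4 steps in order of age, more by construction. Depth limits the number of single-cell genes apart little: with each cell thinned to 1000 UMIs the 4 steps gave 250, 138, 124 and 317 genes. Of the genes apart without thinning, 92.7, 93.0, 87.7 and 82.4% were kept. In RNA-seq no thinned run was made, so the limit set by depth was not tested. In P6 retina 1 of the 2 input libraries holds 11422 reads. Without it 4 organ-enriched transcripts passed, and without the other input 766, in place of 8.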

Other observations

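The tests of explanations in this part were written down before their results were seen, except that the gene lists set beside the organ-restricted regions, and every alternative of that comparison, were chosen after the data had been looked at, and that the comparison of the nearest group with the lowest other pair was added after the nearest groups were known.

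Of the endothelial RNA-seq libraries, 12 of 12 at adult and 10 of 12 at P6 lay closer to the input of their own organ than to endothelial libraries of other organs. The exceptions were both P6 retina libraries, whose input mean includes the library of 11422 reads. With the nearest own input alone their r was 0.840 and 0.920, against means of 0.660 and 0.751 with endothelial libraries of other organs. A candidate explanation is that nuclei or free nuclear RNA of the organ's other cells were carried into the endothelial preparations. It was tested with transcripts at 10 CPM or more in the input of 1 organ and at least 10-fold above every other organ's input, 143 to 1814 transcripts per organ. In the endothelial libraries of the same organ they stood at 34.6 to 112% of the input level at adult and 36.4 to 97.0% at P6. In endothelial libraries of other organs they stood on average at 0.399 to 3.50% and 0.502 to 3.66%. The level set beforehand, 10% or more in the own organ and under 10% elsewhere, was reached in 6 of 6 organs at both ages. The lowest own-organ values were those of brain, 34.6% at adult and 36.4% at P6, and the highest were adult retina at 112% and adult kidney at 97.6%. Part of these transcripts may be made by the organ's own endothelium, which this test does not separate from carry-over.

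Organ-restricted endothelial ATAC-seq regions raise the same question. If chromatin of other cells were in the preparation, regions should also lie near genes of those cells. The lists of such genes gave a Mantel-Haenszel odds ratio of 2.58 (95% interval 1.26 to 5.29) at adult and 3.39 (1.79 to 6.43) at P6, both clear of 1. Retina had 8 of 8 genes at both ages, against 45.5% of other genes at adult (adjusted p 0.00737 by Fisher's exact test) and 60.6% at P6 (adjusted p 0.0623, not past 0.05). With an equal number of top peaks P6 retina kept 8 of 8, against 34.8% of other genes (unadjusted p 0.000214 by Fisher's exact test). Within 10 kb it had 8 of 8 as well, against 35.9% (unadjusted p 0.000276 by the same test). P6 heart had 8 of 8, but 1 of 8 with an equal number of top peaks. With that alternative the odds ratio over organs was 2.76 (1.33 to 5.73) at adult and 2.72 (1.39 to 5.33) at P6. Within 10 kb in place of 50 kb it was 2.43 (1.05 to 5.61) at adult and 5.73 (3.0 to 10.9) at P6, there above the 4.71 of the endothelial lists, and P6 heart had 7 of 8. In retina chromatin of other cells may account for a part of the regions, and in P6 heart this depends on the length of the lists. In retina 99.6% of the adult regions and 91.0% of the P6 regions also had a peak in the own input. Liver went the other way, with 3 of 8 genes at adult and 2 of 8 at P6, 11.1% and 21.5% of regions in the own input, where the adult inputs have the shorter lists, and the highest odds ratios of the endothelial lists. The interval of the endothelial lists over organs was clear of 1 as well. In retina the endothelial list had odds ratios of 1.99 at adult and 0.649 at P6 with adjusted p of 0.680 and 0.785 by Fisher's exact test, so a full account by other cells stays open there.

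Replicates shared more ATAC-seq bases than organs did. Read processing that differed between organs was tested as the cause through pairs of different organs with the same processing. Their mean Jaccard index was 0.360 at adult and 0.366 at P6, below the 0.585 ± 0.05 and 0.604 ± 0.141 (SD) of pairs within an organ with the same processing. This argues against processing as the cause at these ages. Differences between organs stay open as a biological reading, as do differences in cell mixture between preparations. At E12 no pair allows this comparison.

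For the pooled comparison of endothelial and input RNA-seq, 100 splits of the libraries of each age into groups of the same sizes were fitted, the real one included. At adult 1 of 100 splits, the real one, gave as many as 612 transcripts, and the highest of the others gave 5. At P6 1 of 100, again the real one, gave as many as 984, and the highest of the others gave 1. Chance in the grouping can be excluded for these counts.

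P6 brain endothelial ATAC-seq library 1 shared a mean Jaccard index of 0.284 with its replicates, where the other P6 pairs within an organ shared 0.560 to 0.707. Its list held 27160 peaks. With 19464 top peaks from every library the index was 0.485, still below the lowest other pair at 0.573, which argues against the length of the list as the whole cause. For a label of another organ or cell fraction, the nearest of 30 groups was adult brain endothelium at 0.497, and its own group came second at 0.485. Adult lung endothelium followed at 0.462 and adult heart endothelium at 0.460, and with all peaks adult brain (0.423) and adult lung endothelium (0.421) were nearest and its own group 12th. The outcome named beforehand as speaking against a wrong label, its own group nearest, was not met, and the nearest value lies below 0.573. A wrong label and a library of low quality therefore cannot be told apart. The series record says that the signal tracks of this library and of P6 brain endothelial 2 were replaced at a later time. Without it the P6 difference between pairs within and between organs was 0.242 in place of 0.187. No biological explanation was tested.

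The 10x barcodes fall into different lists. E12.5 and E16.5 shared 50 barcodes of 8310 and 3997, which implies a list of 0.664 M (mega) if barcodes are drawn at random. Pairs among E9.5, P8 and adult imply lists of 3.08 to 5.07 M, and pairs across these sets shared 0 to 3 barcodes. The labels name 1 kit version for all 5 libraries. If the lists, and with them the chemistry, set the number of genes at least 4-fold apart, pairs of ages from different lists should have the higher counts. P8 to adult, from the same list, had 347, against 234 and 106 for the pairs from different lists, which argues against this as the whole cause of the order of the counts. The other pair from the same list, E12.5 to E16.5, had 114, below 234, so an effect of chemistry on part of the counts stays open.

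Genes of the sex chromosomes differed between single-cell libraries. Xist stood at 1162 CPM at E16.5 and at 0.0852 and 0.0583 CPM at P8 and adult, while Ddx3y had 0 UMIs at E16.5 and stood at 105 and 113 CPM at P8 and adult. At E9.5 and E12.5 both were present, Xist at 170 and 497 CPM and Ddx3y at 15.5 and 27 CPM.

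At E9.5, 44 cells formed a cluster led by Myl7, Actc1 and Tnnt2, 35 cells a cluster led by Dppa5a, Dppa3 and Pou5f1, and 33 cells a cluster led by Rbp4, Afp and Apoa1, which were seen after clustering and chosen for mention then. Clusters whose best class was endothelial but which stayed unnamed held 22.3% of cells at E9.5, 6.43% at E12.5, 6.05% at E16.5, 10.2% at P8 and 10.7% at adult.

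In RNA-seq, 1 transcript took 10.8% of the reads of adult brain endothelial 1 and 0.00129% of those of its replicate. The same transcript took 10.6% and 6.29% of the reads of the P6 kidney inputs and 3.39% and 23.6% of those of the P6 liver inputs. Adult retina endothelial 1 had reads on 35982 transcripts at 44.3 M reads, where the other adult endothelial libraries had reads on 53028 to 72771.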
